# Systematic analysis of the regulatory functions of microRNAs in chicken hepatic lipid metabolism

**DOI:** 10.1038/srep31766

**Published:** 2016-08-18

**Authors:** Hong Li, Zheng Ma, Lijuan Jia, Yanmin Li, Chunlin Xu, Taian Wang, Ruili Han, Ruirui Jiang, Zhuanjian Li, Guirong Sun, Xiangtao Kang, Xiaojun Liu

## Abstract

Laying performance is an important economic trait in hens, and this physiological process is largely influenced by the liver function. The livers of hens at 20- and 30-week-old stages were investigated using the next generation sequencing to identify the differences of microRNA expression profiles. Compared with the 20-week-old hens, 67 down- and 13 up-regulated microRNAs were verified to be significant differentially expressed (false discovery rate, FDR ≤ 0.05) (SDE) in the 30-week-old. We also identified 13 down- and 6 up-regulated novel differentially expressed (DE) microRNAs. miR-22-3p and miR-146b-5p, which exhibit critical roles in mammalian lipid metabolism, showed the most abundant expression and the highest fold-change, respectively. A total of 648 potential target genes of the SDE microRNAs were identified through an integrated analysis of microRNAs and the DE genes obtained in previous RNA-sequencing, including *FADS1*, *FADS2, ELOVL6* and *ACSL5*, which are critical lipid metabolism-related regulators. Bioinformatic analyses revealed that target genes were mainly enriched in lipid-related metabolism processes. This work provides the first study of the expression patterns of hepatic microRNAs between 20- and 30-week old hens. The findings may serve as a fundamental resource for understanding the detailed functions of microRNAs in the molecular regulatory systems of lipid metabolism.

Laying eggs is the most important economic trait in egg-laying hens, and this physiological process is largely influenced by chicken liver function. Numerous studies have demonstrated that most of the genes and their products involved in poultry hepatic lipid metabolism are similar to those of mammalian species; however, the functions of a number of these genes and their products in poultry are largely different from their counterparts in mammals^1^,^2^,^3^,^4^. Moreover, a previous study indicated that poultry species may have lost some of the genomic genes involved in lipid metabolism (e.g., resistin, *TNFα*, *PAI-1*) during the evolutionary process compared with mammals^5^. Although RNA-seq studies of chicken liver have reported differentially expressed (DE) genes acting mainly on the regulation of lipid metabolism between pre- and peak-laying stages^6^, the roles of molecular regulators (e.g., microRNAs, lncRNAs) on poultry hepatic lipid metabolism require further investigation.

MicroRNAs (miRNAs) are a class of endogenous, evolutionarily conserved small non-coding RNAs that are approximately 22 nucleotides (nt) in length^7^. With a typical hairpin loop structure^8^, miRNAs are transcribed initially from primary transcripts that are encoded either in intergenic regions or within overlapping genes (non-protein coding or coding) as primary miRNAs. In general, miRNAs interact with mRNAs to perform their functions. For example, in mammalian species, it has been estimated that only 1–5% of genomic transcripts code miRNAs, but up to 60% of the genes are directly or indirectly regulated by miRNAs. It has been argued that one miRNA can regulate the expression of hundreds of mRNAs, and the expression of one mRNA could be regulated simultaneously by hundreds of miRNAs^9^. In other words, miRNAs can play critical roles through constructing networks of sophisticated regulatory control systems in organisms^10^.

Increasing numbers of studies have demonstrated that miRNAs serve as important regulators in hepatic metabolism. For example, the mammalian liver-specific miR-122, which is expressed abundantly in liver, can modulate liver protein metabolism by targeting the regulation of cationic amino acid transporter 1^11^. MiR-122 can also regulate hepatic fatty acids and cholesterol synthesis by repressing the expression of genes involved in cholesterol biosynthesis^12^,^13^. Furthermore, miR-33 can function in liver metabolism by regulating cholesterol efflux and high-density lipoprotein metabolism via targeting the ATP-binding cassette sub-family A member 1 and ATP-binding cassette sub-family G member 1^14^. MiR-33 can also inhibit the translation of multiple transcripts encoding proteins involved in fatty acid β-oxidation, which could therefore reduce fatty acid degradation^15^. MiRNA-dependent post-transcriptional gene silencing is now recognized as an important element of lipid metabolism^12^,^16^,^17^.

The physiological process of poultry egg-laying requires lipid-related metabolism, which could be highly related with the hepatic miRNA-mediated lipid metabolism. Given that 20- and 30-week-old layer hens have reached their sexual maturation and that the most significant physiological difference between them is whether or not they lay eggs, we hypothesized that the expression of hepatic miRNAs in peak-laying hens would differ from that of the pre-laying. Thus, we adopted the miRNA-seq technology to investigate the expression of hepatic miRNAs in 20- and 30-week-old layer hens. An integrated analysis of significant differentially expressed (SDE) miRNAs and DE hepatic genes retrieved from a previous publication^6^ was performed to elucidate the regulatory patterns of miRNAs and their network with putative target genes. Investigating the molecular regulatory mechanism of chicken hepatic lipid metabolism could not only contribute to deeper understanding of its regulatory system but also be of benefit in efforts to enhance the egg-laying performance of poultry.

## Results

### Sequence analyses of the sRNAs

A summary of the matching count data for the non-coding RNAs reads and small RNAs (sRNAs) in the liver of 20- (L20) and 30-week (L30) libraries is presented in Tables 1 and 2, respectively. 

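Liver small RNA from 3 Lushi green-shell hens at 20 weeks of age (L20, before laying) and 3 hens at 30 weeks (L30, at peak laying) was sequenced, with 1 library per hen. The authors deposited, for each of 565 mature miRNAs of miRBase, the number of reads counted in each library and a TPM value. Totals of 11765611, 14822854 and 7135289 reads were counted on these miRNAs in L20-1, L20-2 and L20-3, and totals of 8804077, 4464591 and 3864984 in L30-1, L30-2 and L30-3. The clean reads of the same libraries in Table 1 were 20300052, 26552542 and 14540987 for L20 and 19561788, 13450426 and 21273115 for L30. Known miRNAs thus took 58.0%, 55.8% and 49.1% of the clean reads of the L20 libraries and 45.0%, 33.2% and 18.2% of those of the L30 libraries. The mean share was 54.3% ± 4.64 (SD, n = 3) in L20 and 32.1% ± 13.5 (SD, n = 3) in L30. Every L20 library lay above every L30 library (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The reads that Table 1 assigns to miRBase gave mean shares of 56.1% and 33.1%. The paper's methods define TPM relative to the clean reads, whereas the deposited TPM values equal the counts scaled to the raw reads. TPM was therefore recomputed here from the counts and the clean reads. A limit of 3 counts corresponds to between 0.113 and 0.223 TPM in the 6 libraries. The reads were amplified by PCR without molecular identifiers, so this limit covers counting error only. The authors' alignment tolerated mismatches and trimmed or extended ends, so reads of near-identical miRNAs within the let-7, miR-15/16, miR-17/20, miR-30, miR-146 and miR-181 groups could have been counted for one another, and the values of single members are uncertain in this respect. Differences between the ages were tested with edgeR's quasi-likelihood test on the counts, with the clean reads as library sizes, over the 236 miRNAs that passed edgeR's filter on low counts. Because the scaling is to clean reads, every miRNA's TPM also falls with the miRNA share of its library.

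**Figure D1:**
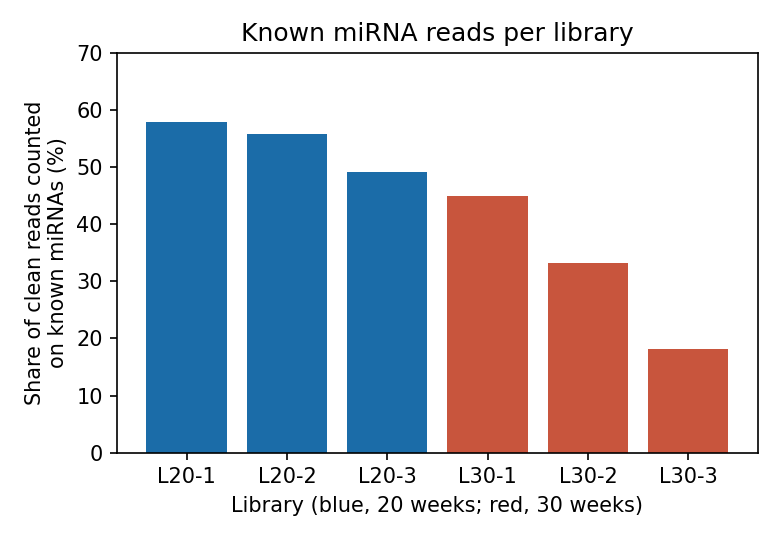
Share of the clean reads counted on known miRNAs (%, vertical axis) in each library (horizontal axis), with 1 bar per library, blue for 20 weeks and red for 30 weeks. The L20 bars lie between 49.1% and 58.0% and the L30 bars between 18.2% and 45.0%.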

A total of 57,648,491 and 62,999,617 raw reads were obtained from the L30 and L20 libraries, respectively. After removing contaminant reads, we obtained 54,285,329 (L30) and 61,393,581 (L20) clean reads that were used for following analyses. Among the clean reads, an average of 13,747,104 sequences from the L20 libraries and 8,645,866 sequences from the L30 libraries mapped perfectly to the chicken genome sequence (Table 1). The average numbers of sRNAs reads were 1,470,389 and 2,186,271 in the L20 and L30 libraries, respectively. 

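In the deposited counts, 427, 440 and 407 known miRNAs had at least 1 read in L20-1, L20-2 and L20-3, and 395, 373 and 352 had at least 1 read in L30-1, L30-2 and L30-3. The mean was 425 ± 16.6 known miRNAs (SD, n = 3) in L20 and 373 ± 21.5 (SD, n = 3) in L30, with every L20 library above every L30 library (exact two-sided permutation test, p = 0.1, the smallest p this design allows). The minimum count moved these numbers most. With at least 10 reads required, 245 ± 21.0 known miRNAs (SD, n = 3) were detected in L20 and 219 ± 18.6 (SD, n = 3) in L30. The median of the counted reads was also larger in L20, 11765611 against 4464591 in L30. Depth and age are not the same order, however, since L30-1 held more counted reads than L20-3, 8804077 against 7135289. It had fewer known miRNAs with at least 1 read, and more with at least 10 reads, 240 against 222.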

The average counts of miRNAs that were annotated in miRBase 21.0 (*Gallus gallus*) were 32,782 (L20) and 22,931 (L30), and the average numbers of known miRNAs were 408 and 383 in the L20 and L30 libraries, respectively (Table 2).

The sequenced sRNAs were mapped to a number of public databases (see Materials and Methods for details), and classified as rRNAs, known miRNAs (miRNAs in miRBase 21.0), misc_RNAs, Mt_rRNAs, Mt_tRNAs, protein-coding mRNAs, pseudogenes, retrotransposons, and snoRNAs (Fig. 1). More than 80% of the sRNA sequences were miRNAs. The majority of the sRNA reads were 21–24 nt in length in both groups (Fig. 2). The 22-nt sRNAs were the most abundant, accounting for over 40% of the total sequence reads. This group was followed by the 21, 23, and 24 nt sRNAs. These values fall into the typical range of miRNAs for Dicer-derived products. For each library, the sequence depth was greater than 10 M, thus reaching saturation (Supplementary Fig. S1). In addition, novel miRNAs with a size ranging from 21 to 23 nt were identified, and the 5′ ends of most of them were comprised of uridine (U).

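Saturation was followed by computing the number of known miRNAs expected in random draws of the counted reads. A draw of 50% of the reads was expected to detect from 88.3% to 92.0% of the known miRNAs seen in the whole library. The remaining 50% added 45.4, 44.0 and 47.7 known miRNAs in L20-1, L20-2 and L20-3, and 31.4, 42.6 and 39.9 in L30-1, L30-2 and L30-3. The known miRNAs seen with a single read made up from 10.1% to 16.6% of those detected. When at least 10 reads were required, 50% of the reads of L20-1 detected 211 known miRNAs against 250 in the whole library, and 50% of the reads of L30-3 detected 183 against 206.

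**Figure D2:**
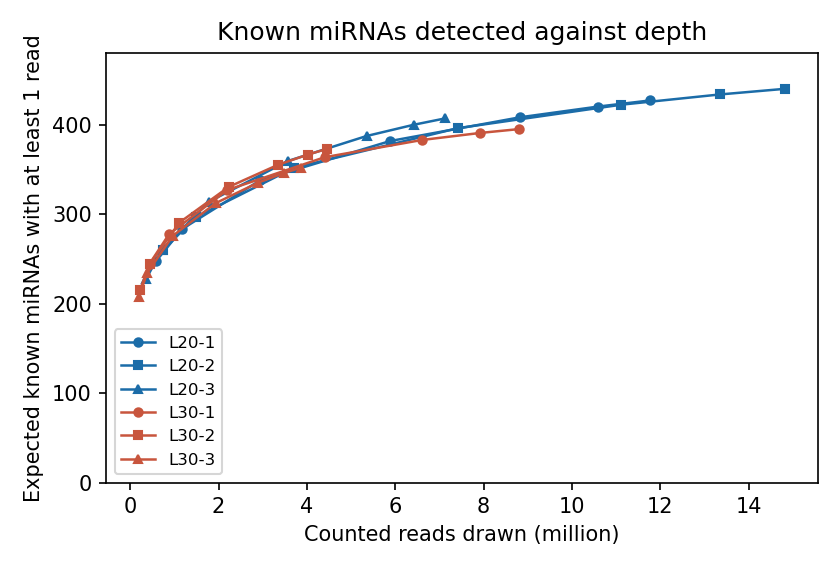
Expected number of known miRNAs with at least 1 read (vertical axis) against the number of counted reads drawn (horizontal axis), with 1 line per library, blue for L20 and red for L30. The lines end at 352 known miRNAs in L30-3 and at 440 in L20-2 and still rise at their right ends.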

### Analyses of chicken hepatic miRNAs

To identify the SDE miRNAs that may play important regulatory roles in chicken liver, we compared the expression patterns of hepatic miRNAs at 20 and 30 weeks. Of the 996 *Gallus gallus* mature miRNAs in miRBase 21.0, 565 were represented in the L20 and L30 libraries (Supplementary Table S1). 

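Of the 565 listed miRNAs, 519 had at least 1 read in an L20 library and 471 in an L30 library. The ages shared 425 of them, and 263 were present in all 6 libraries. A further 94 were seen only in L20, where none exceeded 33 reads in total, and 46 were seen only in L30, where none exceeded 11 reads. In all, 215 of the listed miRNAs had fewer than 10 reads over the 6 libraries. The 329 miRNAs left out by the filter on low counts did not enter the edgeR test with that filter. The 10 most abundant miRNAs took from 76.6% to 79.8% of the counted reads of a library.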

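The 10 known miRNAs with the highest mean TPM over the 6 libraries were miR-22-3p, miR-148a-3p, miR-26a-5p, miR-122-5p, miR-146c-5p, miR-21-5p, miR-126-5p, miR-10a-5p, miR-30d and let-7f-5p. At an adjusted p of at most 0.05, 4 of them differed between the ages, namely miR-146c-5p, miR-21-5p, miR-126-5p and miR-10a-5p. MiR-126-5p fell from 30007 ± 6072 TPM in L20 to 9139 ± 3534 TPM in L30 (SD, n = 3 each), with a log2 fold change of −1.72 (standard error 0.46, edgeR adjusted p = 0.00279). MiR-10a-5p fell from 22619 ± 5977 to 6656 ± 1904 TPM, with a log2 fold change of −1.76 (standard error 0.46, edgeR adjusted p = 0.00279). Of the 6 fits that left out 1 library, 3 called miR-126-5p and 4 called miR-10a-5p. For miR-21-5p, the values were 40378 ± 10507 and 16626 ± 6935 TPM, a log2 fold change of −1.28 (standard error 0.46, edgeR adjusted p = 0.0265). Its call was not stable. Under TMM factors its edgeR adjusted p was 0.0583, and 1 of the 6 fits that left out 1 library called it. With the summed counts of the listed miRNAs as library size, miR-21-5p and miR-10a-5p were not called (edgeR adjusted p = 0.125 and 0.0658). MiR-122-5p, at 56925 ± 11201 and 27129 ± 12941 TPM, had a log2 fold change of −1.07 (standard error 0.45, edgeR adjusted p = 0.0622). MiR-30d went from 12890.0 ± 603 to 8058 ± 3379.7 TPM, with a log2 fold change of −0.68 (edgeR adjusted p = 0.256). MiR-26a-5p went from 52328 ± 14367 to 42504 ± 20357 TPM, with a log2 fold change of −0.30 (edgeR adjusted p = 0.616). Both changes were smaller than the spread between libraries of the same age allows to call. A block for the replicate number raised the number called from 4 to 5 of the 10. Among the settings that kept all 6 libraries, the test moved the number called among the 10 most. Fisher's exact test on the counts pooled over the hens of each age, which does not take the spread between hens into account, called all 10.

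**Figure D3:**
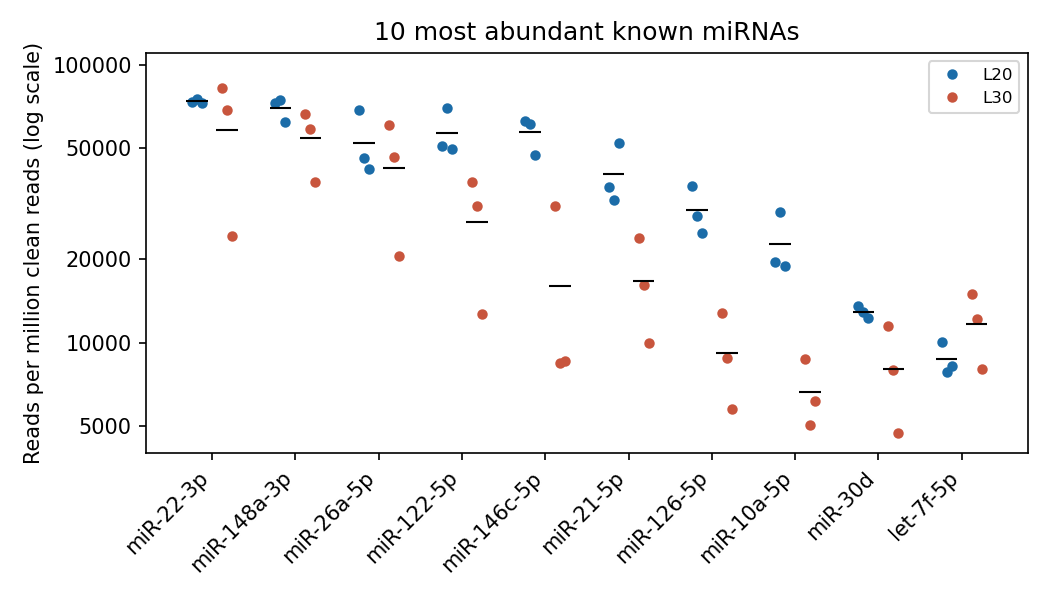
TPM relative to clean reads (log scale, vertical axis) of the 10 most abundant known miRNAs (horizontal axis), with 1 point per library, blue for L20 and red for L30, and a line at each mean. The L30 points of miR-126-5p and miR-10a-5p all lie under the L20 points, whereas those of miR-26a-5p overlap.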

All of the top 10 most abundant miRNAs were significantly expressed (FDR < 0.05) in L30 chicken liver libraries (Fig. 3). Nine of them were down-regulated in L30 compared with L20; the exception was let-7f-5p, which was up-regulated (1.29-fold). 

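Scaled to the clean reads, 9 of these 10 miRNAs had a negative log2 fold change. Let-7f-5p had 8702 ± 1184 TPM in L20 and 11697 ± 3463 TPM in L30 (SD, n = 3 each), a log2 fold change of 0.43 (standard error 0.45, edgeR adjusted p = 0.497), with overlapping libraries. The balance depended on the scaling. When the summed counts of the listed miRNAs were the library size, 5 of the 10 had a negative log2 fold change, and miR-22-3p, miR-148a-3p, miR-26a-5p and miR-30d turned positive, at 0.35, 0.46, 0.43 and 0.08. Under that scaling, let-7f-5p rose by 1.24 on the log2 scale and was called (edgeR adjusted p = 0.00348). It was also called as higher under TMM factors, DESeq2's size factors and upper quartile factors. Under upper quartile factors, miR-26a-5p was called as higher in L30.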

MiR-22-3p (−1.33-fold) exhibited the highest expression levels in both libraries, followed by miR-148a-3p (−1.35-fold), whereas miR-146c-5p (−3.69-fold) exhibited the maximum fold-change.

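MiR-22-3p had 73653 ± 1141 TPM in L20 and 58246 ± 30220.1 TPM in L30 (SD, n = 3 each), the highest mean at both ages. Its fold change was −1.26 and its log2 fold change −0.34 (standard error 0.45, edgeR adjusted p = 0.584). MiR-148a-3p followed with 69934 ± 6877 and 54327 ± 14747 TPM, a fold change of −1.29 and a log2 fold change of −0.36 (standard error 0.45, edgeR adjusted p = 0.561). For both, the libraries of the ages overlapped. MiR-146c-5p had 57077 ± 8538 TPM in L20 and 16025 ± 13007 TPM in L30. Its fold change of −3.56, or −1.83 on the log2 scale (standard error 0.46, edgeR adjusted p = 0.00242), was the largest of the 10. With each library left out in turn, its log2 fold change stayed between −2.74 and −1.53, and its edgeR adjusted p reached 0.0926.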

Among the 71 novel miRNAs, 60 were found in L30, and 67 were found in L20. In addition, 56 were shared between the libraries. Compared with L20, 19 DE novel miRNAs (*P* ≤ 0.05), including 13 down- and 6 up-regulated miRNAs, were identified in L30. The novel miRNA gga01 was down-regulated in L30 with the highest fold-change (−17.97-fold), and some of the novel miRNAs were detected in only one of the libraries (Supplementary Table S2); however, the expression levels of the majority of the novel miRNAs were relatively low, except gga56. 

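Of the 236 known miRNAs tested, 58 had an adjusted p of at most 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 58 were lower in L30 and 0 were higher. At an unadjusted P of at most 0.05 there were 92, of which 88 were lower and 4 were higher. Over all tested miRNAs, 189 (80.1%) had a log2 fold change below 0, and the median log2 fold change was −0.86. For 109 miRNAs, every L30 library lay under every L20 library, and for 6 every L30 library lay above. Together these are 48.7% of the tested miRNAs, where chance gives 10% for 3 against 3. The miRNA share of the clean reads separates the ages in the same way and acts on every miRNA. The excess over 10% therefore cannot tell changes of single miRNAs from the share. The biological coefficient of variation between libraries of the same age was 0.491 with the clean reads and 0.344 under TMM factors. With 1 library per hen, it holds differences in the miRNA share of the libraries as well as differences between hens. Among the settings that kept all 6 libraries, the test moved the number of SDE miRNAs most. Fisher's exact test on counts pooled over the hens of each age called 205, with 174 lower and 31 higher. The scaling moved the directions most. Under scaling to the summed counts of the listed miRNAs, 67 were called, with 38 lower and 29 higher, and the median log2 fold change was −0.10. With TMM factors, 76 were called, with 55 lower and 21 higher, and with upper quartile factors 66 were called, with 25 lower and 41 higher. A group of 25 miRNAs was called under the clean reads and under each of the 4 other scalings, and all 25 were lower. Libraries of the 2 ages share replicate numbers, although they come from different hens. The deviations of same-numbered libraries from their group means had a mean correlation of 0.159 across miRNAs, against −0.0801 for libraries with different numbers. Deviations from a mean of 3 libraries sum to 0, so the second value largely follows from the first. The contrast between them is no separate evidence that same-numbered libraries belong together. With the replicate number as a block, 90 miRNAs were called, with 88 lower and 2 higher. With each library left out in turn, between 6 and 102 were called. From the miRNAs that differ at this threshold, the paper goes on to their predicted target genes among genes that change in the opposite direction, and proposes that miRNAs act in hepatic lipid metabolism at peak laying.

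**Figure D4:**
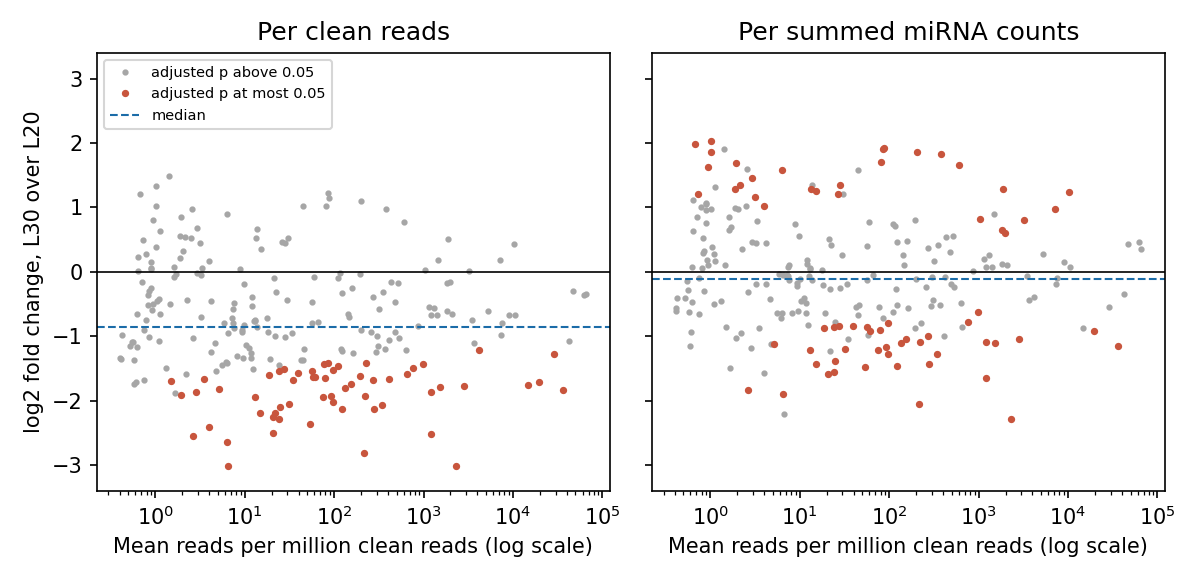
Log2 fold change of L30 over L20 (vertical axis) against mean TPM relative to clean reads (log scale, horizontal axis) for the 236 tested known miRNAs, with the clean reads (left) or the summed miRNA counts (right) as library size. Red points have an adjusted p of at most 0.05, the solid line marks 0 and the dashed line the median, at −0.86 on the left and −0.10 on the right.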

Among the 565 known miRNAs, 80 were SDE (FDR ≤ 0.05) between the libraries; 67 were down-regulated, and 13 were up-regulated, using L20 as the baseline (Supplementary Table S3). 

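MiR-146b-5p fell from 4140.2 ± 981 TPM in L20 to 512 ± 213 TPM in L30 (SD, n = 3 each). Its fold change was −8.09 and its log2 fold change −3.02 (standard error 0.50, edgeR adjusted p = 4.05e-07). MiR-24-3p fell from 380.1 ± 74.2 to 54.1 ± 22.1 TPM, a fold change of −7.03 and a log2 fold change of −2.81 (standard error 0.58, edgeR adjusted p = 9.66e-05). MiR-146a-5p fell from 2072 ± 284 to 361 ± 109 TPM, a fold change of −5.75 and a log2 fold change of −2.52 (standard error 0.50, edgeR adjusted p = 7.72e-05). The fold changes of miR-221-5p, miR-7b, miR-147, miR-20a-5p and miR-140-5p were −5.70, −5.15, −4.86, −4.39 and −4.36. Their log2 fold changes were −2.50, −2.36, −2.28, −2.13 and −2.13, with edgeR adjusted p values from 0.00179 to 0.00279. For these 8 miRNAs, no L30 library reached the lowest L20 library. Their direction was the same under all 5 scalings. MiR-221-5p, at 35.4 ± 8.65 and 6.21 ± 3.70 TPM, was the 1 of the 8 that was not called with the summed counts as library size (log2 fold change −1.59, edgeR adjusted p = 0.0527). With each library left out in turn, all 8 stayed lower in L30, and miR-146b-5p, miR-24-3p and miR-146a-5p were called in each of the 6 fits.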

The SDE miRNAs with high fold-changes were all down-regulated in L30, including miR-146b-5p (−8.50-fold), miR-24-3p (−7.39-fold), miR-146a-5p (−5.96-fold), miR-221-5p (−5.85-fold), miR-7b (−5.35-fold), miR-147 (−5.11-fold), miR-20-5p (−4.59-fold), and miR-140b-5p (−4.57-fold). Seven conserved families all were DE with *P* ≤ 0.05, including let-7 (let-7a, -7b, -7c,-7f, -7g, -7i, -7j, and -7k), miR-130 (miR-130a, and -130b), miR-146 (miR-146a, -146b, and -146c), miR-15 (miR-15a, -15b, and -15c), miR-181 (miR-181a and -181b), miR-29 (miR-29a, -29b and -29c), and miR-30 (miR-30a, -30b, -30c, -30d, and -30e). 

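The deposited table lists 26 mature miRNAs of these families when the members are matched by name, with 1 arm each. This was the 5p or 3p arm with most reads, but for miR-30e the arms were close. Its log2 ratio of 5p to 3p counts lay between −1.23 and 0.42. The 5p arm was used, although the 3p arm had the higher mean TPM. Scaled to the summed counts, their log2 fold changes were −0.52 and −0.07, so the miR-30 counts may depend on this choice. In the edgeR test, 10 of the 26 had an unadjusted P of at most 0.05, and each of these 10 was lower in L30. They were 3 of 3 members of miR-146, 3 of 3 of miR-29, 2 of 5 of miR-30, 1 of 2 of miR-130 and 1 of 3 of miR-15. None of the 8 let-7 members and neither of the 2 miR-181 members reached this threshold in that test, without a block. Under TMM factors, DESeq2's size factors and the summed counts, 6 of the 8 let-7 members reached it, and 8 of 8 under upper quartile factors, all as higher in L30, as did 1 of the 2 miR-181 members under each of these except TMM. After adjustment, 4 of the 26 remained, the 3 members of miR-146 and miR-29b-3p. With the replicate number as a block, 14 of the 26 had an unadjusted P of at most 0.05 and 12 were called after adjustment, among them 3 of 3 members of miR-29, 3 of 5 of miR-30 and, as higher in L30, 1 of 8 of let-7. The edgeR adjusted p of the let-7 members ranged from 0.145 to 0.990 and that of the miR-181 members from 0.305 to 0.978. Among the settings that kept all 6 libraries, the test moved the number of members at this threshold most. Fisher's exact test on pooled counts put 23 of the 26 at an unadjusted P of at most 0.05.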

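Scaled to the clean reads, the log2 fold changes ranged from −1.19 to −0.16 for the miR-15 family, from −0.61 to −0.04 for miR-181 and from −1.57 to −1.15 for miR-29. Those of the miR-146 family ranged from −3.02 to −1.83, those of miR-130 from −1.03 to −0.67 and those of miR-30 from −1.25 to −0.67. In the let-7 family, 5 of the 8 members had a positive value, up to 0.98 for let-7k-5p, and 3 had a negative value, down to −0.47 for let-7b. Opposite-arm products went the other way in some families, with log2 fold changes of 1.03 for miR-130b-5p, 1.03 for miR-146c-3p and 0.45 for miR-30c-2-3p. These 3 were chosen after their values were seen, and their edgeR adjusted p values were 0.158, 0.165 and 0.568. The members of miR-29 and of miR-146 were lower in L30 under all 5 scalings. Under the scaling to summed counts, all 8 let-7 members and both miR-181 members were higher in L30, as were 2 of the 3 miR-15 members, 1 of the 2 miR-130 members and 2 of the 5 miR-30 members. Under TMM factors, the let-7 and miR-181 members and 2 of the 3 miR-15 members were higher, and the miR-130 and miR-30 members were lower.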

All members of the miR-15, miR-181, and miR-29 families were down-regulated in L30 compared with L20, whereas the other families included members that were either up- or down-regulated.

### qRT-PCR validation of the sequencing data

To validate the reliability of sequence data obtained from high-throughput sequencing, we performed stem-loop qRT-PCR. Seventeen miRNAs with different expression levels were selected randomly; one was not significantly expressed (miR-1786), the others are sixteen SDE miRNAs including six up-regulated (miR-375, -3523, -125b-5p, -130b-5p, -456-3p, and -460a-5p), and ten down-regulated miRNAs (miR-146b-5p, -24-3p, -451, -126-5p, -2188-5p, -33-3p, -22-3p, -148a-3p, -21-5p, and -10a-5p) (Fig. 4). 

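In the sequencing counts, the 6 miRNAs of the first set had positive log2 fold changes between 0.19 and 1.22. None of the 6 had an adjusted p of at most 0.05, and 3 had an unadjusted P of at most 0.05. MiR-456-3p, for example, had 54.3 ± 11.7 TPM in L20 and 120.4 ± 46.1 TPM in L30 (SD, n = 3 each), a log2 fold change of 1.15 (standard error 0.56, edgeR adjusted p = 0.107). MiR-375 had 441 ± 80.3 and 753 ± 136 TPM, a log2 fold change of 0.77 (standard error 0.50, edgeR adjusted p = 0.241). For both, every L30 library lay above every L20 library. Under TMM factors and with the summed counts as library size, 5 of the 6 were called as higher. The 10 miRNAs of the second set all had negative log2 fold changes, and 8 were called, the exceptions being miR-22-3p and miR-148a-3p. Under TMM factors 7 of these 10 were called, and 5 with the summed counts as library size, and under both the log2 fold changes of miR-22-3p and miR-148a-3p were positive. Among the 8, miR-451 fell from 2356 ± 774 to 685 ± 436 TPM, a log2 fold change of −1.78 (standard error 0.48, edgeR adjusted p = 0.00279). MiR-1786 had 11.0 ± 6.41 and 16.0 ± 7.69 TPM, a log2 fold change of 0.53 (standard error 0.59, edgeR adjusted p = 0.519). With the summed counts as library size its log2 fold change was 1.29 and its edgeR adjusted p was 0.0288, within a range of 1.04e-11 to 0.876 over its alternatives.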

The results showed that the expressions of the selected miRNAs were significant and consistent with the miRNA-sequencing results (Fig. 4).

### Integrated analyses and functional annotation

To identify the candidate biological processes in which the identified miRNAs may be involved, we integrated the target genes of the SDE miRNAs and DE genes obtained from the chicken liver transcriptome data^6^.

A total of 648 DE genes were potentially targeted by the SDE miRNAs. With the highest abundant expression, down-regulated miR-22-3p was predicted to target nine genes (Fig. 5), including ELOVL fatty acid elongase 6 (*ELOVL6*), long-chain acyl-CoA synthetases (*ACSL5*) and perilipin 2 (*PLIN2*), which are the key regulatory factors in lipid metabolism. MiR-101-3p (−2.1-fold) and miR-15c-5p (−1.4-fold) had the most target genes followed by miR-15a, miR-16-5p, miR-214, miR-16c-5p, and miR-181b-5p (Supplementary Table S4), and these miRNAs were all down-regulated in L30 compared with L20.

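MiR-101-3p had 9789 ± 1508 TPM in L20 and 4969 ± 1896 TPM in L30 (SD, n = 3 each). Its fold change was −1.97 and its log2 fold change −0.98 (standard error 0.46, edgeR adjusted p = 0.0919), with every L30 library under every L20 library. MiR-15c-5p had 311 ± 142 and 238 ± 121 TPM, a fold change of −1.31 and a log2 fold change of −0.39 (standard error 0.53, edgeR adjusted p = 0.589). Its change was smaller than the spread between libraries of the same age. All 7 miRNAs had negative log2 fold changes, down to −1.94 for miR-16c-5p and up to −0.04 for miR-181b-5p. MiR-16-5p and miR-16c-5p were called, with edgeR adjusted p values of 0.00279 and 0.00619. A block for the replicate number gave 4 of the 7. The log2 fold changes of miR-15c-5p, miR-15a and miR-181b-5p became positive with the summed counts as library size, at 0.37, 0.55 and 0.81.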

All of the target genes were assigned to GO terms using DAVID. Sixteen significantly enriched terms in the biological process category (*P* ≤ 0.05) were identified. In particular, some target genes were identified through the annotation as being involved in lipid biosynthetic process, organophosphate metabolic process, phospholipid biosynthetic and phospholipid metabolic process, and fatty acid metabolic and biosynthetic process, all of which are closely associated with the regulation of lipid metabolism (Fig. 6). Mitochondrion, endoplasmic reticulum, phosphoinositide 3-kinase complex, and membrane raft were significant enrichment terms in the cellular component category. In the molecular function category, small GTPase regulator activity, phosphatase activity, protein tyrosine phosphatase activity, and phosphotransferase activity for other substituted phosphate groups were also significantly enriched. In particular, five pathways, including steroid biosynthesis, glycerophospholipid metabolism, biosynthesis of unsaturated fatty acids pathways, pantothenate and CoA biosynthesis, and PPAR signalling pathway, which are relevant to lipid metabolism, were significantly enriched (Table 3). Furthermore, other pathways concerned with pantothenate and CoA biosynthesis, amino acid metabolism, fructose and mannose metabolism, and drug metabolism may be actively regulated by miRNAs in chicken liver.

To better understand the interactions, we visualized the integrated miRNAs-mRNAs networking among the SDE miRNAs and their target genes significantly enriched in the above-mentioned five pathways (Fig. 7). The results indicated that nine genes, which were enriched in the glycerophospholipid metabolism pathway, were specifically targeted by down-regulated miRNAs, and five of these nine genes were targeted by miR-128-3p. 

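MiR-128-3p had 548 ± 149 TPM in L20 and 488 ± 249 TPM in L30 (SD, n = 3 each), a log2 fold change of −0.17 (standard error 0.50, edgeR adjusted p = 0.821). The libraries of the 2 ages overlapped. Its log2 fold change was 0.38 under TMM factors and 0.55 with the summed counts as library size. Under upper quartile factors it was 0.79, called as higher (edgeR adjusted p = 0.0223, within a range of 2.52e-81 to 0.939 over its alternatives). Over the network of Fig. 7, 39 miRNAs shown as down-regulated are listed in the deposited counts, and all 39 had a negative log2 fold change. Of these, 17 were called and 24 had an unadjusted P of at most 0.05. With the replicate number as a block, 24 were called. A negative log2 fold change was left for 24 of the 39 with the summed counts as library size. The 5 miRNAs shown as up-regulated all had a positive log2 fold change under all 5 scalings. With all 6 libraries, none of the 5 was called in the edgeR test with the clean reads and without a block. In that test 2 had an unadjusted P of at most 0.05. Without L30-3, 3 of the 5 were called. With the block 1 was called, as was 1 by DESeq2's Wald test, and all 5 were called under each of the 4 other scalings.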

The fatty acid desaturase *FADS2*, which catalyses the initial desaturation step in the synthesis of long chain polyunsaturated fatty acids, was included in both the PPAR signalling pathway and the biosynthesis of unsaturated fatty acids pathway and was targeted by the down-regulated miRNA miR-30c-1-3p. In contrast, *FADS1*, which encodes the fatty acid desaturase 1 that is involved in the biosynthesis of unsaturated fatty acids, was targeted by six down-regulated miRNAs, including miR-365-3p, -218-5p, -181a-5p, -181b-5p, -29a-3p, and -23b-3p. 

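MiR-30c-1-3p had 1433 ± 248 TPM in L20 and 528 ± 174 TPM in L30 (SD, n = 3 each). Its log2 fold change was −1.44 (standard error 0.49, edgeR adjusted p = 0.0213), and no L30 library reached the lowest L20 library. With each library left out in turn, its log2 fold change stayed between −1.71 and −1.23, and 2 of the 6 fits called it.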

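Of these 6 miRNAs, miR-218-5p and miR-23b-3p were called in the edgeR test without a block. MiR-218-5p fell from 51.1 ± 13.4 TPM in L20 to 12.3 ± 3.12 TPM in L30 (SD, n = 3 each), a log2 fold change of −2.06 (standard error 0.59, edgeR adjusted p = 0.00470). MiR-23b-3p had a log2 fold change of −1.64 (edgeR adjusted p = 0.0213) and miR-29a-3p one of −1.15 (edgeR adjusted p = 0.0855). With each library left out in turn, 3 of the 6 fits called miR-218-5p and 2 called miR-23b-3p. With the replicate number as a block, miR-29a-3p was called as lower too. MiR-181a-5p, the most abundant of the 6, had 6421 ± 2244 and 4194 ± 1338 TPM and a log2 fold change of −0.61 (standard error 0.46, edgeR adjusted p = 0.305). The changes of miR-365-3p and miR-181b-5p were −0.25 and −0.04 on the log2 scale, with overlapping libraries. For miR-365-3p, miR-181a-5p and miR-181b-5p, the log2 fold change was positive with the summed counts as library size, at 0.47, 0.28 and 0.81. Under upper quartile factors, miR-181b-5p was called as higher in L30.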

The genes encoding phosphatidylserine synthase 1 (*PTDSS1*) and fatty acid elongase 5 (*ELOVL5*) are involved in the glycerophospholipid metabolism and biosynthesis of unsaturated fatty acids pathways, respectively. These two genes were targeted by the highest numbers of miRNAs, including miR-101-3p and miR-21-3p. 

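MiR-21-3p, the less abundant arm of the hairpin that also gives miR-21-5p, had 145 ± 24.0 TPM in L20 and 50.3 ± 21.1 TPM in L30 (SD, n = 3 each). Its log2 fold change was −1.53 (standard error 0.56, edgeR adjusted p = 0.0342), and every L30 library lay under every L20 library. With each library left out in turn, 2 of the 6 fits called it.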

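MiR-1456-5p had 22.2 ± 2.84 TPM in L20 and 30.7 ± 12.7 TPM in L30 (SD, n = 3 each), a log2 fold change of 0.47 (standard error 0.57, edgeR adjusted p = 0.561). The libraries of the 2 ages overlapped. Scaled to the summed counts, its log2 fold change was 1.21 with an edgeR adjusted p of 0.00809, within a range of 6.81e-18 to 0.791 over its alternatives.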

Both the sterol O-acyltransferase 1 (*SOAT1*) and branched chain amino-acid transaminase 1 (*BCAT1*) genes were targeted by miR-1456-5p. *CYP7A1*, which is the target of miR-1662 and encodes a cytochrome P450 that catalyzes the rate limiting step of the conversion of cholesterol to bile acids^18^, was included in the PPAR signalling pathway. In addition, 1-acylglycerol-3-phosphate O-acyltransferase 3 (*AGPAT3*), another target of miR-1662 that encodes an O-acyltransferase, was associated with glycerophospholipid metabolism. In addition, the putative target genes of miR-30 family members (miR-30a, -30b, -30d, -30e, and -30c) encode proteins involved in glycerophospholipid metabolism, biosynthesis of unsaturated fatty acids, pantothenate and CoA biosynthesis, and PPAR signalling pathway.

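MiR-1662 had 1573 ± 425 TPM in L20 and 1068 ± 325 TPM in L30 (SD, n = 3 each). Its log2 fold change was −0.56 (standard error 0.47, edgeR adjusted p = 0.370), smaller than the spread between libraries of the same age allows to call. Under TMM factors and with the summed counts as library size, its log2 fold change was 0.08 and 0.26.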

## Discussion

Eggs are important contributors and rich sources of lipids, such as cholesterol and phospholipids^19^. In chicken, more than 90% of the *de novo* synthesis of fatty acids occurs in liver^20^,^21^,^22^; therefore, liver metabolism has a critical effect on the performance of chicken egg-laying. Although the mechanisms of hepatic lipid metabolism have been studied extensively in chicken, the underlying molecular regulatory mechanisms and the roles of miRNAs in the process remain to be fully determined. In the current study, we adopted miRNA-seq technology to investigate the expression profile of hepatic miRNAs related to the mechanism of lipid metabolism in chickens at two different physiological stages (20 and 30 weeks). To our knowledge, this is the first miRNA-seq profiling study of chicken liver to explore the role of hepatic miRNAs and their putative DE target genes in lipid metabolism.

In total, 565 known and 71 potential novel miRNAs were identified in this study. Among them, miR-22-3p, as the most highly abundant SDE miRNA, was predicted to target *ACSL5*, *ELOVL6* and *PLIN2,* all of which are involved in lipid metabolism. *ACSL5* plays an important role in partitioning fatty acids toward triglyceride^23^, and its suppression could result in a decrease in the formation of fatty acid-induced lipid droplets^24^. In contrast, the deletion of *ELOVL6*^25^ and *PLIN2*^26^ suppress the accumulation of hepatic triglyceride. Furthermore, miR-22-3p is critical in the fatty liver development in mice by modulating target genes in a way that can lead to an increase in lipid accumulation when tested in human hepatoma (HepG2) cells^27^,^28^,^29^,^30^,^31^, implying that it could be an important regulator in promoting chicken hepatic lipid synthesis. In addition, some other miRNAs, such as miR-148a, miR-122, miR-21-5p, Let-7f-5p, miR-26a-5p, miR-126-5p, miR-30d, and miR-10a-5p, were also highly abundant in chicken liver. A previous study demonstrated that miR-148a, miR-122, and miR-21-5p were the most abundant miRNAs in porcine liver^32^. The inhibition of miR-122 expression could reduce plasma cholesterol levels and decrease the synthesis rate of hepatic fatty acids and cholesterol in the mouse liver^12^.

Both 20- and 30-week-old layer hens have reached sexual maturation, and the most significant physiological difference between the groups is whether they lay eggs. Therefore, the changes in the miRNA/mRNA expression profiles between 20- and 30-week-old layer hens could mainly be attribute to egg production. However, we were unable to completely exclude the possibilities that some of the changes may be related to normal development and/or environmental variations despite being strictly controlled. In fact, some significantly changed miRNAs were previously reported to be related to growth and development in other species. For example, miR-126, -30d and -10a are relevant to porcine muscle development^33^, and miR-148a mediates myogenic differentiation through targeting ROCK1^34^. These conserved miRNAs may play the similar roles in chicken though we don’t know yet.

Among the identified miRNAs in this study, 80 SDE known and 19 DE novel miRNAs were detected at the 30-week stage compared with the 20-week stage, and four of these novel miRNAs were exclusively observed at the 30-week stage. On the one hand, many of these known SDE miRNAs are related to hepatic lipid metabolisms. For instance, miR-146b-5p (also known as miR-146b) is located in an intergenic region (22,683,802–22,683,906) on chicken chromosome 6 and is found in most vertebrate species (including mammals). 

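In the RefSeq annotation of the assembly GRCg7b, which was used here for gene names and neighbours only, the gene MIR146B lies on chromosome 6. It overlaps the protein-coding gene LOC121113369 over part of its length, the next gene on that side is SLF2, and its neighbours on the other side are LOC107053690 and MFSD13A. In the deposited counts, both arms of its hairpin were listed for the L20 and L30 livers, and the log2 ratio of miR-146b-5p to miR-146b-3p fell by 2.00 in L30 (adjusted p = 0.000302 from limma's moderated test on the weighted log2 ratios, with Benjamini-Hochberg adjustment over 62 hairpins).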

MiR-146b-5p is highly conserved, exhibiting a −8.50-fold change at 30 weeks compared with 20 weeks. This change could directly influence lipid metabolism in chicken liver because a previous study demonstrated that it could regulate adipogenesis^35^. Consistent with the fold-change in miR-146b-5p, miR-24-3b was down-regulated (−7.39-fold) in 30-week-old chickens. MiR-24-3b may respond to a dramatic increase in lipid accumulation in 30-week old chicken liver and could therefore be down-regulated to maintain hepatic lipid homeostasis. A previous study demonstrated that the over-expression of miR-24 could indirectly promote hepatic lipid accumulation and hyperlipidaemia and that its knock down could lead to lipogenesis^36^. On the other hand, the novel miRNAs all had quite low expression levels, with the exception of gga56, which was relatively highly expressed. The novel miRNA gga01 was notably down-regulated in the peak-laying stage with the highest fold-change (−17.97-fold). Though it could be challenging to identify the functions of these novel miRNAs, investigations regarding the underlying mechanisms are warranted.

Hepatic miRNAs could also play important roles in regulating various hepatic functions^27^. A previous study demonstrated that miRNAs are associated with energy metabolism through the modulation of glucose and lipid homeostasis via binding to their target genes^37^. For example, miR-33a and miR-33b jointly with their target *SREBP* encoding gene are important transcriptional regulators of genes involved in lipogenesis^38^ and regulators of cholesterol homeostasis and fatty acid metabolism^39^. Another example is miR-122, which is a liver-specific miRNA that regulates hepatic fatty acid oxidation and fatty acid and cholesterol synthesis rates^12^,^40^.

Furthermore, the 648 predicted target genes of the SDE miRNAs were annotated with GO terms and subjected to a GO enrichment analysis. This demonstrated that some of these genes were mainly involved in the regulation of lipid metabolism. Steroid biosynthesis, glycerophospholipid metabolism, biosynthesis of unsaturated fatty acids, and the PPAR signalling pathway were the significantly enriched lipid-related metabolic processes.

The miRNAs-mRNAs network revealed the interaction among the molecules. *ELOVL6* and *ACSL5* proteins, the target genes of miR-22-3p, are involved in the biosynthesis of unsaturated fatty acids and PPAR signalling pathways, respectively. These results indicate that miR-22-3p may be involved in lipid accumulation by binding to target genes involved in chicken hepatic fatty acid metabolism. *CYP7A1*, which is associated with the conversion of cholesterol to bile acids and cholesterol homeostasis^18^,^41^, and *AGPAT3* were both predicted to be targeted by miR-1662. A variant of *AGPAT3* is one of the determinants in circulating glycerophospholipids and sphingolipid^42^, and the AGPAT3 protein participates in the incorporation of docosahexaenoic acid (DHA) into phospholipids^43^. Five of the potential targets of miR-128-3p were present in the glycerophospholipid metabolism biological pathway. Members of the miR-30 family are important positive regulators of adipocyte differentiation in a human adipose tissue-derived stem cell model^44^. *FADS1* and *FADS2* play important catalytic roles in the critical steps of the long chain polyunsaturated fatty acids biosynthesis process^45^,^46^. In this study, *FADS1* was targeted by miR-365-3p, miR-218-5p, miR-181a-5p, miR-181b-5p, miR-29a-3p, and miR-23b-3p, whereas *FADS2* was targeted by miR-30c-1-3p. Moreover, *SOAT1* (also known as acyl-Coenzyme A: cholesterol acyltransferase 1, ACAT), the putative target gene of miR-1456-5p, synthesizes cholesterol fatty acid esters using fatty acids released from membrane phospholipids^47^. However, the detailed function of these miRNAs on their target genes in the network needs further investigation to clarify the regulation of chicken hepatic lipid metabolism.

In summary, the findings in this study are consistent with our hypothesis that the expression profile of miRNAs differs between 20- and 30-week-old hens. Some of the identified SDE miRNAs could serve as critical regulators in the networking of key pathways (e.g., steroid biosynthesis, biosynthesis of unsaturated fatty acids pathways) involved in lipid-related metabolism, Moreover, the findings also indicated a direct role of miRNA-mediated post-transcriptional regulation in chicken hepatic lipid metabolism during the peak-laying stage. This work provided the first study of the expression profile of hepatic miRNAs between 20- and 30-week-old members of an important economic model species, and it may serve as a fundamental resource for further studies on this topic and other related fields.

## Methods

### Ethics Statement

All animal experiments were performed in accordance with the protocol approved by the Institutional Animal Care and Use Committee (IACUC) of Henan Agricultural University^6^.

### Sample collection and RNA extraction

The experimental animals used in this study were a Chinese domestic breed known as Lushi green-shell laying hens. All chickens were raised in cages under the same environment with *ad libitum* water and food. Healthy individuals were sampled randomly and then slaughtered at the stage of 20 weeks old (pre-laying) and 30 weeks old (peak-laying). Liver tissue was immediately collected, snap-frozen in liquid nitrogen, and stored at −80 °C. The small RNA (sRNA) used for sequencing was extracted using a mirVana™ miRNA Isolation Kit (Ambion, Austin, TX, USA) according to the manufacturer’s instructions. The quality and quantity of the total RNA were assessed using an Agilent 2100 (Agilent Technologies, Santa Clara, CA, USA) Bioanalyzer system. sRNA with 28S/18S ratios ranging from 1.8 to 2.0 and RNA integrity number values of between 8.0 and 10.0 was selected for further analysis. The RNA samples were stored at −80 °C until further use.

### Small RNA library construction and RNA-sequencing

Six sRNA libraries of chicken livers were constructed from the 20-week (L20-1, L20-2, and L20-3) and 30-week (L30-1, L30-2, and L30-3) chicken livers and prepared for sequencing analysis. Briefly, 3′ and 5′ RNA adapters were ligated successively to the total RNA with T4 RNA ligase. Subsequently, cDNA was obtained by reverse-transcribed PCR from the ligated RNAs. Then, the cDNA was amplified by PCR. Amplification products with appropriate lengths were purified from agarose gel to construct the sequence libraries, which were sequenced using a single-read 1 ×36 nt multiplex procedure on a Genome Analyzer IIx (Illumina, Inc., San Diego, CA, USA) following the manufacturer’s instruction.

### Data analyses

The raw reads were filtered using the Fastx (fastx_toolkit-0.0.13.2) pre-processing tool to remove adaptor sequences, low-quality reads (including reads with unknown bases N), reads smaller than 18 nt, and reads with a base quality less than 10. The clean reads from each sample were aligned to sequences in the miRBase database 21.0 using CLC Genomics Workbench 5.5 commercial software (CLC bio, Aarhus, Denmark). Un-mapped reads were annotated and classified by searching against the non-coding RNA sequences (piRNA, tRNA, snoRNA, rRNA, and snRNA) in the GenBank (http://www.ncbi.nlm.nih.gov/) and Ensembl ncRNA databases (http://asia.ensembl.org/index.html) as well as the RNA families in Rfam (http://rfam.sanger.ac.uk/) and the Piwi-interacting RNAs in piRNA Bank (http://pirnabank.ibab.ac.in/). The maximum number of mismatches allowed was two bases, and a two-base shortening or extension at both ends of the sequence was allowed during the alignment. The miRCat tool in the sRNA tool kit^48^ was used to predict novel miRNAs. The remaining non-annotated sRNA sequences were aligned against the chicken genome sequence^49^, and genomic sequences containing the sRNA were used to predict hairpin structures with the Mfold program (http://mfold.rna.albany.edu). Only sequences exhibiting a typical stem-loop hairpin structure that were expressed at least in three samples were considered to be candidate novel miRNAs. When all of the annotation steps were completed, the sequencing libraries were subjected to size distribution and saturation analyses.

### Differential expression analyses

The expression levels of the annotated miRNAs were estimated from the Illumina sequencing data based on transcripts per million clean reads (TPM)^50^. The calculated TPM values were used to compare miRNA expression levels between the two physiological stages (20 and 30 weeks). The fold-change for each miRNA between the two stages was calculated as L30/L20 using the TPM values. The DEGseq R package^51^ was used to analyze the differentially expressed miRNAs. *P*-values were determined by the Fisher test and the FDR was used to adjust the threshold of the *P*-value for multiple tests. MiRNAs with FDR ≤ 0.05 were identified as SDE miRNAs^52^.

### Quantitative real-time PCR (qRT-PCR)

The expression levels of some randomly selected miRNAs were validated by qRT-PCR. The RNA used for the PCR was reversely transcribed using a cDNA Synthesis kit (TaKaRa, Dalian, China) according to the manufacturer’s instruction. The relative expression levels of the miRNAs were quantified using the SYBR Green method in a LightCycler^®^ 96 instrument (Roche Applied Science). Chicken small nuclear RNA U6 was used as the internal control. The loop primers used for the qRT-PCR were ordered from Shanghai GenePharma Co., Ltd (Shanghai, China). The PCR amplification process was as follows: 95 °C for 3 min; 40 cycles of 95 °C for 12 sec, 61 °C for 40 sec, 72 °C for 30 sec; 10 min of extension at 72 °C. All the reactions were run in three replications, and the relative expression levels were calculated using the 2^−ΔΔct^ method^53^. The significance of the expression levels were determined by a t-test (unpaired, two-tailed) using Graphpad Prism 5 (Graphpad Software, San Diego, CA). *P*-values ≤ 0.05 were considered statistically significant^17^.

### Prediction and functional analyses of miRNA target genes

Potential target genes of the identified known chicken SDE miRNAs were predicted using the computational algorithm miRanda with the principle of TargetScan^54^,^55^. For each SDE miRNA that was up-regulated in the 30-week group, the potential target genes were predicted among the down-regulated DE genes in the RNA-seq data of the 30-week group^56^. Similarly, the potential DE target genes of the down-regulated SDE miRNAs in the 30-week group were predicted from the up-regulated DE genes.

All the potential DE target genes of the SDE miRNAs were used in the bioinformatics analysis. Functional annotation analysis was performed using DAVID web-based tools^57^ to identify enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways^58^ and gene ontology (GO) terms, group functionally related genes, and cluster annotation terms for large gene lists^59^. Only GO terms and pathways with *P*-values ≤ 0.05 were included in the analysis. The network interactions between miRNAs and their related target genes were conducted using the “igraph” package in R (version 3.2.2)^60^.

### Accession numbers

All the Illumina miRNA-seq data sets supporting the results of this article have been submitted to the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) under accession number GSE74242.

## Additional Information

**How to cite this article**: Li, H. *et al*. Systematic analysis of the regulatory functions of microRNAs in chicken hepatic lipid metabolism. *Sci. Rep.* **6**, 31766; doi: 10.1038/srep31766 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
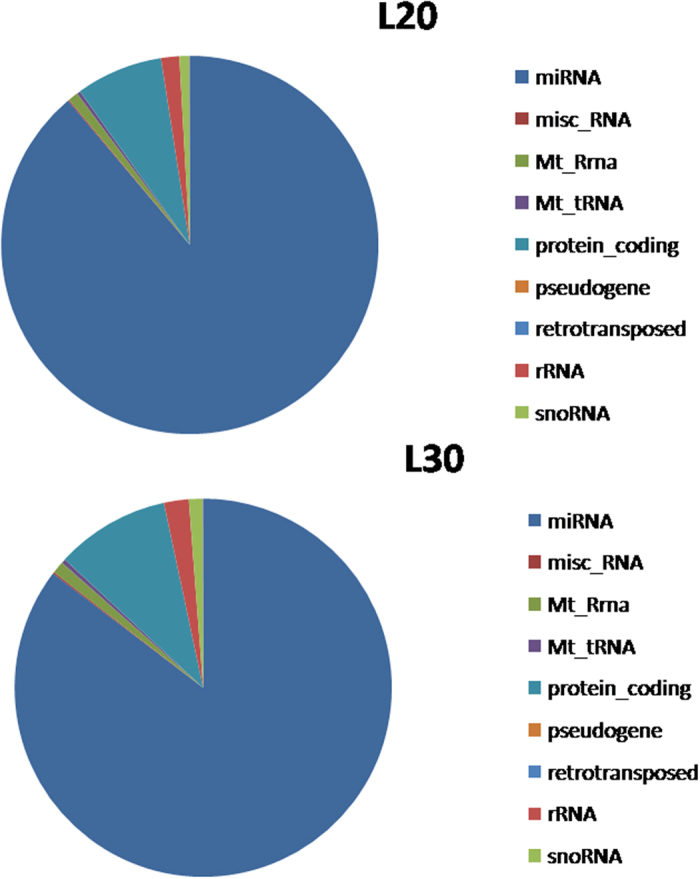
Distribution of different sRNA classes in the miRNA-seq data. L20, library prepared from the livers of 20-week-old chickens; L30, library prepared from the livers of 30-week-old chickens.

**Figure 2:**
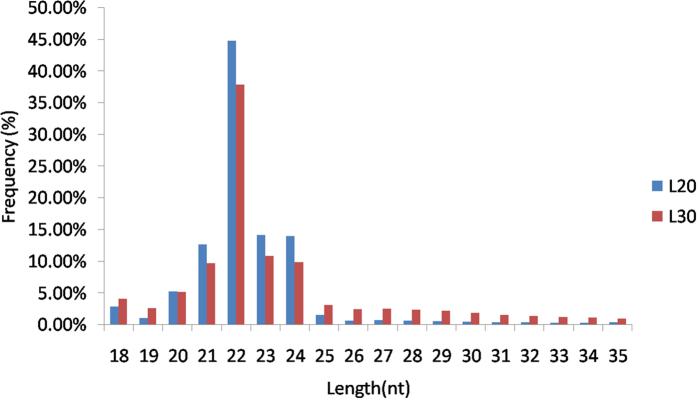
Length distribution of miRNA sequences from the livers of 20- and 30-week-old chickens.

**Figure 3:**
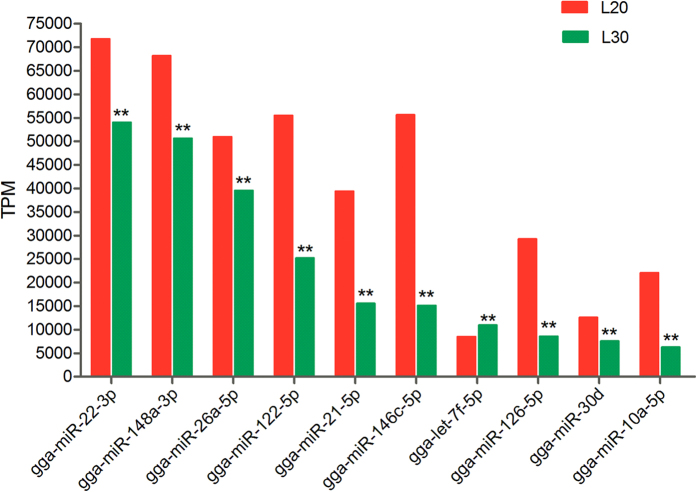
Top ten most abundantly expressed miRNAs in the livers of 20- and 30-week-old chickens. **FDR ≤ 0.05.

**Figure 4:**
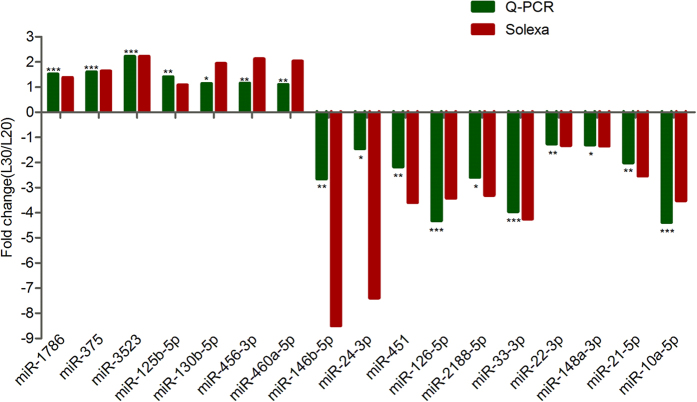
QRT-PCR verification of differentially expressed miRNAs. *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001. Fold-change > 0 indicates up-regulation; fold-change < 0 indicates down-regulation.

**Figure 5:**
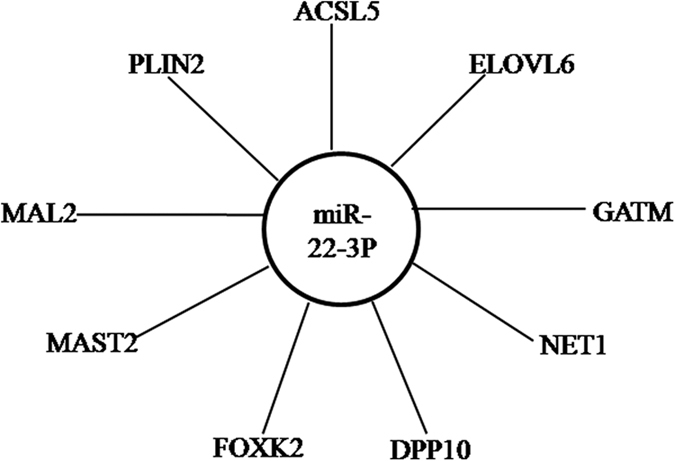
The putative target genes of miR-22-3p.

**Figure 6:**
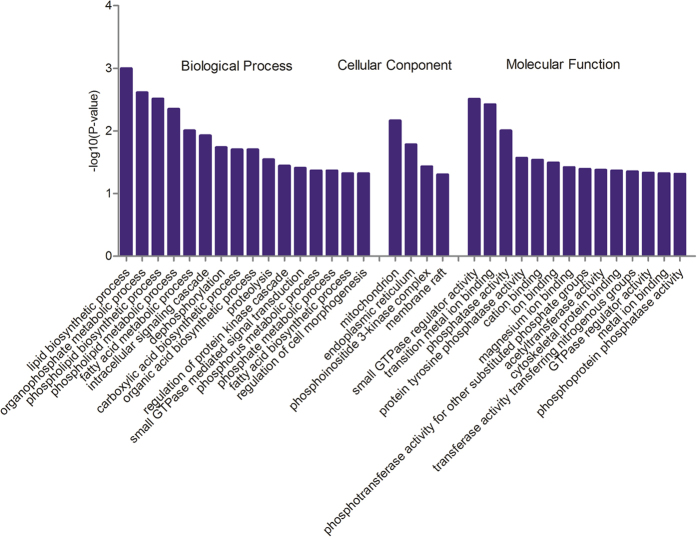
Enriched GO terms of differentially expressed genes targeted by the significant differentially expressed miRNAs. Only the significantly enriched (*P* ≤ 0.05) GO terms in the biological process, cellular component, and molecular function categories are presented.

**Figure 7:**
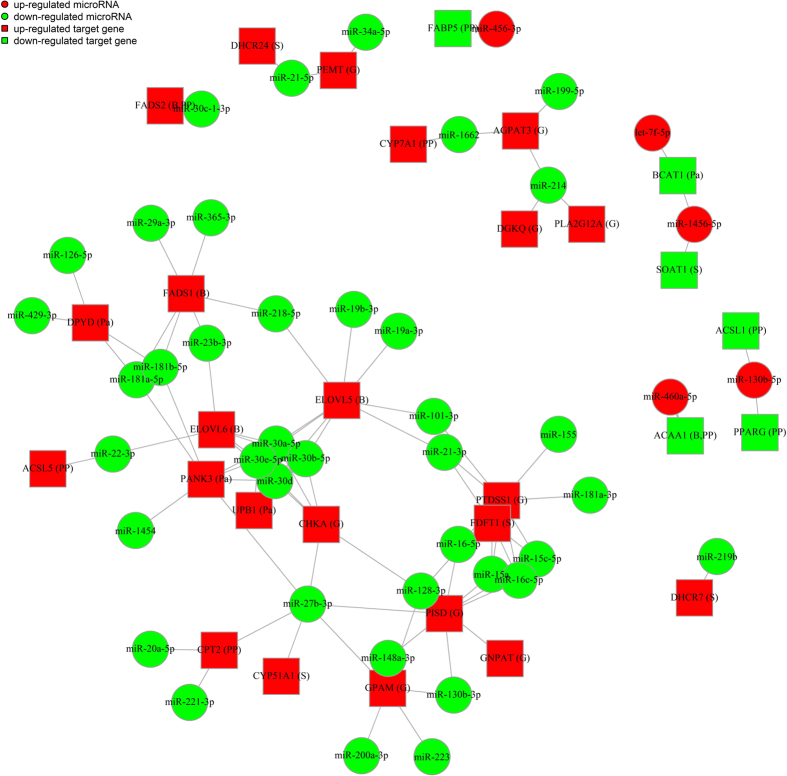
Integrated analysis of miRNAs and their target genes enriched in significant pathways. Circle indicates miRNA, and square indicates target gene. Green indicates down-regulation, and red indicates up-regulation. The letter in the bracket after the target gene indicates the abbreviation of the related pathways as follows: Pa-Pantothenate and CoA biosynthesis, B-Biosynthesis of unsaturated fatty acids, G-Glycerophospholipid metabolism, PP-PPAR signalling pathway, and S-Steroid biosynthesis.

**Table 1:** Descriptive summary of non-coding RNAs reads.

ID^a^	Raw Reads	Clean reads	Percent (%)^b^	Annotated reads	Perfect matches^c^	Reads Annotatedin in miRBase21.0 (*Gallus gallus*)	Reads Perfect matches in miRBase21.0 (*Gallus gallus*)
L20-1	20,905,809	20,300,052	97.1%	17,392,373	14,041,252	12,170,502	10,089,552
L20-2	27,180,553	26,552,542	97.7%	22,368,399	17,966,690	15,306,101	12,614,600
L20-3	14,913,255	14,540,987	97.5%	11,482,606	9,233,371	7,377,736	6,131,583
L30-1	20,677,403	19,561,788	94.6%	14,870,023	11,687,333	9,079,113	7,804,188
L30-2	15,124,850	13,450,426	88.9%	7,916,715	6,298,661	4,594,483	4,070,144
L30-3	21,846,238	21,273,115	97.4%	10,503,394	7,951,605	3,972,398	3,431,075

^a^L20, liver samples from 20-week-old layer hens; L30, liver samples from 30-week-old layer hens.

^b^Percent, clean reads/raw reads.

^c^Perfect matches, reads that matched the reference genome completely.

**Table 2:** Summary of small RNAs matching counts.

ID	Small RNA count	Annotated small RNA count	Annotated In miRBase21.0 (*Gallus gallus*)	Percent (%)	Sequence found^a^
L20-1	1,091,609	233,388	34,233	14.7	400
L20-2	1,716,360	326,430	37,501	11.5	430
L20-3	1,603,197	238,233	26,613	11.2	394
L30-1	1,299,686	273,917	29,070	10.6	382
L30-2	1,379,829	314,904	20,138	6.4	352
L30-3	3,879,299	313,723	19,584	6.2	417

^a^Sequence found, the miRNA sequence existed in miRbase 21.0.

**Table 3:** Summary of pathways associated with DE genes targeted by SDE miRNAs.

ID	Term	*P-value*	Genes
gga00100	Steroid biosynthesis	0.004797	*SOAT1, CYP51A1, DHCR7, DHCR24, FDFT1*
gga00564	Glycerophospholipid metabolism	0.013502	*CHKA, DGKQ, PLA2G12A, PEMT, GNPAT, PISD, PTDSS1, GPAM, AGPAT3*
gga01040	Biosynthesis of unsaturated fatty acids	0.018062	*ELOVL5, FADS1, FADS2, ELOVL6, ACAA1*
gga00770	Pantothenate and CoA biosynthesis	0.020411	*BCAT1, PANK3, UPB1, DPYD*
gga03320	PPAR signaling pathway	0.04317	*CPT2, ACSL1, CYP7A1, PPARG, FADS2, FABP5, ACAA1, ACSL5*

# Supplementary material for: Systematic analysis of the regulatory functions of microRNAs in chicken hepatic lipid metabolism
**Source:** Sci Rep. 2016 Aug 18;6:31766. doi: 10.1038/srep31766

## **Supplementary information file**

### **Systematic analysis of the regulatory functions of microRNAs in chicken hepatic lipid metabolism**

Hong Li<sup>1</sup>, Zheng Ma<sup>1</sup>, Lijuan Jia<sup>1</sup>, Yanmin Li<sup>1</sup>, Chunlin Xu<sup>1</sup>, Taian Wang<sup>1</sup>, Ruili Han<sup>1,2,3</sup>,  
Ruirui Jiang<sup>1,2,3</sup>, Zhuanjian Li<sup>1,2,3</sup>, Guirong Sun<sup>1,2,3</sup>, Xiangtao Kang<sup>1,2,3,\*</sup>, Xiaojun Liu<sup>1,2,3,\*</sup>

## **Supplemental Figure legend**

**Figure S1** The sequence saturation analysis of six libraries.

**A:** Sequence saturation analysis of L20-1; **B:** Sequence saturation analysis of L20-2;  
**C:** Sequence saturation analysis of L20-3; **D:** Sequence saturation analysis of L30-1;  
**E:** Sequence saturation analysis of L30-2; **F:** Sequence saturation analysis of L30-3.

Figure S1

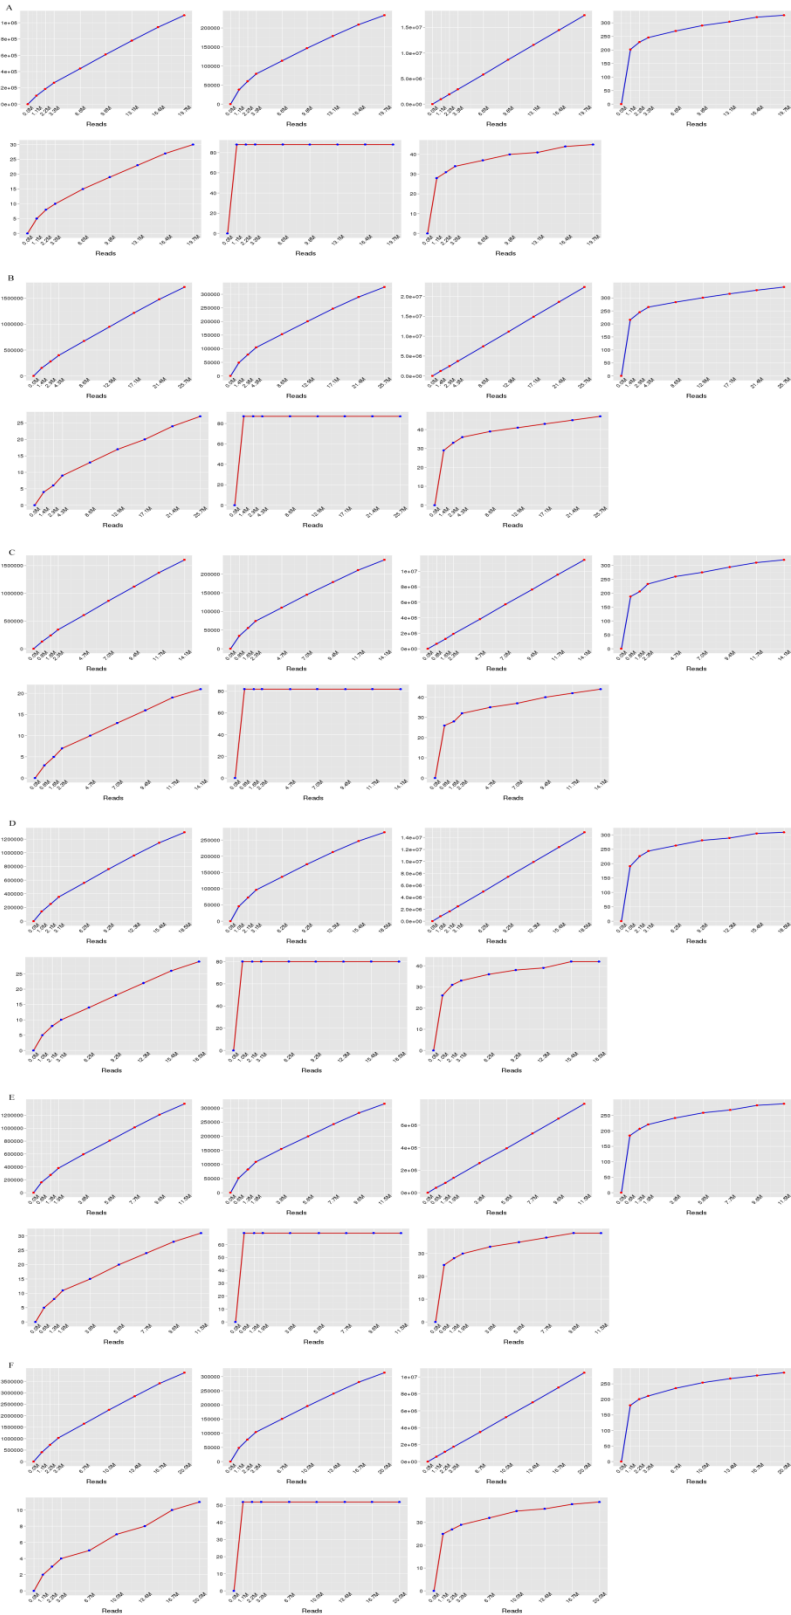

**Supplement:** Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

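The data are small RNA sequencing of liver from 3 Lushi green-shell hens at 20 weeks (L20) and 3 at 30 weeks (L30), with 1 library per hen. According to the paper's methods, the authors removed adaptors, reads with unknown bases, short reads and reads of low base quality with the Fastx toolkit, and aligned the clean reads to miRBase with CLC Genomics Workbench, allowing mismatches and a shortened or extended end. The authors deposited the resulting read count of each of 565 mature chicken miRNAs in each library, without normalization. The authors also deposited TPM values, which are described as relative to clean reads and equal the counts scaled to the raw reads of Table 1 in every library. The counts were the input of all tests, and TPM was recomputed from the counts and the clean reads of Table 1. Libraries were grouped by age from their labels, which match the library names of the paper, and 0 columns of sample values were left unmapped.

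The number of counted reads ranged from 7135289 to 14822854 in L20 and from 3864984 to 8804077 in L30. A limit of 3 counts corresponds to 0.148, 0.113 and 0.206 TPM in the L20 libraries and to 0.153, 0.223 and 0.141 TPM in the L30 libraries, which covers counting error only.

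Counts were tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit with robust = TRUE, then glmQLFTest), with the clean reads as library sizes and normalization factors of 1, after filterByExpr at its defaults (a minimum count of 10 and a minimum total of 15), which left 236 miRNAs. P values were adjusted by the method of Benjamini and Hochberg over these, and miRNAs with an adjusted p of at most 0.05 were called. Fold changes without a log are the ratio of mean TPM, with the sign used by the paper. Alternatives used TMM, upper quartile and DESeq2 size factors, the summed counts as library size, DESeq2 1.42.0, limma 3.58.1 on log2(TPM + 1), Fisher's exact test on pooled counts, no filter or at least 10 counts in every library, each library left out in turn, and the replicate number as a block. The replicate numbers are those of the library names and the labels, and same-numbered libraries come from different hens. TMM factors were computed over all listed miRNAs; the version over the tested miRNAs alone was chosen after seeing the data, as were the raw reads as library size and Fisher's test over raw reads without a filter. Single comparisons of group means used exact permutation tests over 20 regroupings. The expected number of miRNAs in a random draw of reads was computed from the counts. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

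The methods were tested on simulated counts drawn with the means and library sizes of the real libraries, with 200 miRNAs changed by a factor of 4, of which 92 were among the 254 that passed the filter. EdgeR recovered 70.7% of these, DESeq2 84.8% and limma 73.9%, with 4.41%, 8.24% and 5.56% of their calls false. The simulated miRNAs were drawn independently with the same dispersion of 0.241, and equal numbers were raised and lowered. No factor common to a library was simulated. These rates therefore do not cover the differences in miRNA share between the real libraries.

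The miRNAs to be named were fixed as every miRNA the paper names in its text or in Figs 3, 4 and 7 and, in addition, the 10 called miRNAs with the largest log2 fold change whose ages did not overlap. Those reported one by one are a part of this set, chosen after their values were seen in order to limit the length, and the rest are given as counts. MiR-130b-5p is named by the paper, whereas miR-146c-3p and miR-30c-2-3p were added after their values were seen. The predicted miRNA candidates that the paper numbers with gga, their alternatives, the target predictions, the enrichment of terms and pathways and the qRT-PCR values were not analysed here. Supplementary Tables S1 to S4 were not used here.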

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

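The tests of the miRNA share of the reads were chosen only after the result was seen; the test of the muscle miRNAs was chosen before. The 4 miRNAs below are outside those the paper's text and its Figs 3, 4 and 7 name, and were among the 10 with the largest log2 fold change of those called, with counts above the limit of 3 in every library.

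MiR-184-3p had 83, 281 and 299 reads in L20-1, L20-2 and L20-3 and 45, 7 and 31 reads in L30-1, L30-2 and L30-3. This was 11.7 ± 8.30 TPM in L20 and 1.43 ± 0.890 TPM in L30 (SD, n = 3 each), a log2 fold change of −3.02 (edgeR adjusted p = 0.000264), with every L30 library under every L20 library. Using the summed counts as library size, which makes most decreases smaller by construction, gave a log2 fold change of −2.21 and an edgeR adjusted p of 0.0551, within a range of 9.11e-102 to 0.109 over its alternatives. Under TMM factors it had a log2 fold change of −2.37 and also missed the threshold (edgeR adjusted p = 0.0501). Most of the decrease thus remained once the miRNA share was taken out. With 3 libraries per age, missing the threshold does not show that the share accounts for the decrease, and the question stays open. Among the 6 fits that left out 1 library, 5 called miR-184-3p. No biological explanation was tested beyond the comparison of the ages.

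MiR-194 had 246, 74 and 79 reads in L20 and 23, 26 and 16 in L30, or 6.78 ± 4.81 TPM against 1.29 ± 0.598 TPM (SD, n = 3 each). Its log2 fold change was −2.40 (edgeR adjusted p = 0.00279) and the ages did not overlap. Scaled to the summed counts it was −1.57 with an edgeR adjusted p of 0.0652, within a range of 5.98e-53 to 0.117 over its alternatives. Under TMM factors it was −1.75 and called (edgeR adjusted p = 0.0408). Most of the decrease thus remained once the share was taken out, but whether it passed the threshold depended on the scaling. The comparison does not settle whether the decrease goes beyond the share. Fits without 1 library called miR-194 in 4 of 6 cases.

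MiR-2131-5p had 186, 311 and 179 reads in L20 and 42, 31 and 19 in L30, or 11.1 ± 1.67 TPM against 1.78 ± 0.773 TPM (SD, n = 3 each), a log2 fold change of −2.64 (edgeR adjusted p = 0.00179). It was called in all 6 fits that left out 1 library. Under scaling to the summed counts its log2 fold change was −1.90 with an edgeR adjusted p of 0.00512, within a range of 3.09e-99 to 0.0399 over its alternatives, so the miRNA share does not fully account for it. The ratio of its 5p arm to its 3p arm fell by 2.85 on the log2 scale. A difference between the ages in the biology of this miRNA remains a hypothesis, since it was found and tested on the same counts, and another mixture of cells was not tested for it.

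MiR-1a-3p, a miRNA of muscle, had 89, 158 and 45 reads in L20 and 27, 7 and 8 in L30, or 4.48 ± 1.43 TPM against 0.759 ± 0.543 TPM (SD, n = 3 each). Its log2 fold change was −2.55 (edgeR adjusted p = 0.00279). Taking the summed counts as library size gave −1.84 with an edgeR adjusted p of 0.0135, within a range of 4.22e-42 to 0.0723 over its alternatives, so the miRNA share does not fully account for it. It was called in 4 of the 6 fits that left out 1 library. A candidate explanation is muscle RNA in the L20 samples. Of 5 muscle miRNAs written down beforehand, 2 could be tested, miR-133a-3p and miR-499-5p. Over the summed counts, their median log2 fold change of −0.29 lay at the 25.33 percentile of 10000 random lists matched on expression. A list of 2 is too short to tell, and muscle RNA in the samples cannot be told apart from a change in the liver.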

How the results depend on the processing

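The alternatives were chosen before the data were examined, except those marked below as added after seeing the data. Apart from those, no test in this part was chosen only after its result was seen. Of 1006 comparisons of 48 named miRNAs with their alternatives, 726 kept their direction and their side of the threshold, 85 no longer passed it, 112 passed it only under the alternative and 83, over 14 miRNAs, changed direction. MiR-146b-5p, miR-24-3p, miR-146a-5p and miR-2131-5p were called with the clean reads as library size and under each of the alternatives. In all, 25 miRNAs were called under the clean reads and under TMM factors, DESeq2's size factors, the summed counts and upper quartile factors, and all 25 were lower in L30.

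The scaling set the directions. Relative to the clean reads, it moved the median log2 fold change of the tested miRNAs by 0.58 under TMM factors, 0.77 under DESeq2's size factors, 0.76 with the summed counts as library size and 0.98 under upper quartile factors. The share of tested miRNAs with a negative log2 fold change went from 80.1% to 63.6%, 54.7%, 54.7% and 44.1% under these settings. The SDE miRNAs, 58 lower and 0 higher with the clean reads (88 and 4 at an unadjusted P of at most 0.05), became 55 and 21, 38 and 33, 38 and 29, and 25 and 41. Of the 58, 49, 38, 38 and 25 were called again. Of the 26 members of the conserved families, 21 were lower with the clean reads, 11 under DESeq2's size factors and with the summed counts, and 10 under upper quartile factors, and of the 10 most abundant miRNAs 9 were lower with the clean reads and 5 under each of these 3. The summed counts take out, by construction, the difference between the mean miRNA shares of the clean reads, 54.3% in L20 and 32.1% in L30; for the other scalings the cause was not tested.

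Among the 48 miRNAs, the log2 fold changes that went from negative to positive were, under TMM factors, 0.17 for miR-22-3p, 0.29 for miR-148a-3p, 0.26 for miR-26a-5p, 0.21 for miR-15c-5p, 0.38 for miR-128-3p, 0.078 for miR-1662, 0.29 for miR-365-3p, 0.11 for miR-181a-5p, 0.65 for miR-181b-5p, 0.36 for miR-15a and 0.13 for let-7b. Under DESeq2's size factors they were 0.36 for miR-22-3p, 0.47 for miR-148a-3p, 0.45 for miR-26a-5p, 0.086 for miR-30d, 0.39 for miR-15c-5p, 0.57 for miR-128-3p, 0.27 for miR-1662, 0.48 for miR-365-3p, 0.29 for miR-181a-5p, 0.83 for miR-181b-5p, 0.56 for miR-15a and 0.32 for let-7b. For the summed counts as library size they were 0.35 for miR-22-3p, 0.46 for miR-148a-3p, 0.43 for miR-26a-5p, 0.080 for miR-30d, 0.37 for miR-15c-5p, 0.55 for miR-128-3p, 0.26 for miR-1662, 0.47 for miR-365-3p, 0.28 for miR-181a-5p, 0.81 for miR-181b-5p, 0.55 for miR-15a and 0.30 for let-7b. Under upper quartile factors they were 0.57 for miR-22-3p, 0.71 for miR-148a-3p, 0.67 for miR-26a-5p, 0.31 for miR-30d, 0.041 for miR-101-3p, 0.62 for miR-15c-5p, 0.79 for miR-128-3p, 0.53 for miR-1662, 0.70 for miR-365-3p, 0.55 for miR-181a-5p, 1.07 for miR-181b-5p, 0.77 for miR-15a and 0.55 for let-7b. Other miRNAs of the paper's lists also became positive, and of the 39 shown as down-regulated in the network 12, 15, 15 and 16 were higher under these 4 scalings. Among the 48, miR-26a-5p, miR-128-3p and miR-181b-5p were called as higher under upper quartile factors. With TMM factors and the replicate number as a block together they were 0.16 for miR-22-3p, 0.27 for miR-148a-3p, 0.27 for miR-26a-5p, 0.25 for miR-15c-5p, 0.40 for miR-128-3p, 0.097 for miR-1662, 0.27 for miR-365-3p, 0.062 for miR-181a-5p, 0.58 for miR-181b-5p, 0.33 for miR-15a and 0.15 for let-7b.

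The test moved the number of calls. Fisher's exact test on pooled counts called 205 miRNAs, with 174 lower and 31 higher, and called 10 of the 10 most abundant miRNAs (4 with edgeR), put 23 of the 26 family members at an unadjusted P of at most 0.05 (10 with edgeR), and called 16 of the 16 miRNAs of the qRT-PCR (8 with edgeR) and 42 of the 44 of the network (17 with edgeR). It gave miR-181b-5p a log2 ratio of 0.0033, on the positive side. DESeq2's Wald test called 77, with 2 of them higher; the cause was not tested. In simulated counts, 92 of the 254 tested miRNAs were changed. EdgeR recovered 70.7% of the changed miRNAs with 4.41% of its calls false, and the pooled Fisher test recovered 100% with 56.8% of its calls false. The simulation held no factor common to a library, such as the miRNA share, so these rates do not cover it. Without a filter on low counts, 48 miRNAs were called and 68.7% of the 565 had a negative log2 fold change, 60.5% of the 329 that the filter leaves out and 80.1% of the 236 that pass it. The stricter filter, at least 10 counts in every library, gives no value for miR-184-3p and miR-1a-3p. The alternatives planned for the predicted candidates that the paper numbers with gga were not run. A minimum of 3 reads in place of 1 lowered the mean number of known miRNAs detected to 322 in L20 and 289 in L30, and a minimum of 10 to 245 and 219.

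Same-numbered libraries come from different hens, and their deviations had a mean correlation of 0.159. With the replicate number as a block, 90 miRNAs were called, with 88 lower and 2 higher, among them 25 of the 44 of the network. With the block and TMM factors together, 83 were called, with 59 lower and 24 higher, 64.0% of the tested miRNAs had a negative log2 fold change, and 14 of the 16 miRNAs of the qRT-PCR and 26 of the 44 of the network were called; the cause was not tested.

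Across the 6 fits that each left out 1 library, from 6 to 102 miRNAs were called, with from 6 to 102 lower and from 0 to 5 higher. The share with a negative log2 fold change went from 71.2% to 86.9%, the number called among the 10 most abundant miRNAs from 0 to 6 and the number lower among them from 7 to 9. Family members at an unadjusted P of at most 0.05 numbered from 4 to 15, family members that were lower from 17 to 23, called miRNAs of the qRT-PCR from 2 to 10 and called miRNAs of the network from 0 to 26. The difference in the miRNA share of the clean reads stayed between 15.2 and 28.6 percentage points. Among the 48 miRNAs, the log2 fold changes that crossed 0 ranged from −0.67 to 0.031 for miR-22-3p, from −0.65 to 0.032 for miR-26a-5p, from −0.86 to 0.054 for miR-15c-5p, from −0.59 to 0.16 for miR-128-3p, from −0.50 to 0.11 for miR-365-3p, from −0.23 to 1.67 for miR-146c-3p, from −0.48 to 0.27 for miR-181b-5p and from −0.40 to 0.21 for miR-15a; the cause was not tested.

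A further 3 alternatives were added after seeing the data, as was the number lower among the 10 most abundant miRNAs when ranked within L20 or L30 alone. With the raw reads as library size, 75 miRNAs were called, all lower. With TMM factors over the tested miRNAs alone, 64 were called, with 30 lower and 34 higher, 52.1% had a negative log2 fold change, and 10 of the 26 family members and 5 of the 10 most abundant miRNAs were lower. Among the 48, the log2 fold changes that became positive were then 0.41 for miR-22-3p, 0.53 for miR-148a-3p, 0.51 for miR-26a-5p, 0.14 for miR-30d, 0.46 for miR-15c-5p, 0.63 for miR-128-3p, 0.33 for miR-1662, 0.54 for miR-365-3p, 0.36 for miR-181a-5p, 0.89 for miR-181b-5p, 0.62 for miR-15a and 0.38 for let-7b. Fisher's exact test on pooled counts over raw reads, without a filter, called 252 miRNAs, with 206 lower and 46 higher, gave 69.9% with a negative log2 ratio, and called 10 of the 10 most abundant miRNAs, 26 of the 26 family members at an unadjusted P of at most 0.05, 16 of the 16 miRNAs of the qRT-PCR and 43 of the 44 of the network.

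The 6 libraries can be divided into 3 against 3 in 10 ways. In 4 of them, the real one included, each pair of same-numbered libraries is parted, and in the other 6 a single pair is. Among the 4, only the real division, 1 of 4, gave as many SDE miRNAs as 58 (0 to 1 in the others), as many as 67 with the summed counts (0 to 1), as many as 205 by the pooled Fisher test (167 to 183), as many as 4 called among the 10 most abundant (0) and as many as 10 family members at an unadjusted P of at most 0.05 (0). For the share of miRNAs on the lower side, 2 of 4 reached 80.1%, and the other 3 ranged from 55.9% to 86.4%. The other 6 divisions gave 0 to 2 SDE miRNAs with edgeR, 162 to 202 by the pooled Fisher test and a share of 58.5% to 95.3%. A design of this size cannot give a share of divisions under 0.1, so grouping by chance cannot be ruled out in this way.

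Depth limits the less abundant miRNAs. The filter on low counts left out 329 of the 565 listed. In the fit without a filter, 5 of these 329 were called, all lower, and 23 had an unadjusted P of at most 0.05, with 16 lower and 7 higher.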

Differences from the paper's values

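No test in this part was chosen after a result was seen, apart from those marked as such. The paper reports 13 SDE miRNAs that are up-regulated in L30, and edgeR's quasi-likelihood test with the clean reads as library size gave 0 (4 at an unadjusted P of at most 0.05). None of the alternatives set before the data were examined came within 1.5 times the paper's number. The nearest was 21 with TMM factors, followed by 24 with TMM factors and the replicate number as a block, 29 with the summed counts, 31 with Fisher's exact test on pooled counts, 33 with DESeq2's size factors and 41 with upper quartile factors. DESeq2's Wald test and the replicate block alone gave 2, leaving out 1 library gave from 0 to 5, and limma, no filter, the stricter filter and robust = FALSE gave 0 (0, 12, 3 and 4 at an unadjusted P of at most 0.05). The paper's statement that 10 of the 10 most abundant miRNAs are significant compares with 4 here. The paper's methods name DEGseq and a Fisher test and do not state that counts were pooled over hens. Fisher's exact test on pooled counts gave 10, and called 205 miRNAs in all against the paper's 80. A count of 10 also came from the same test over raw reads without a filter, which was chosen after seeing the values. None of the other alternatives gave more than 6.

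The paper calls its conserved families differentially expressed. Here 10 of the 26 members had an unadjusted P of at most 0.05, and none of the let-7 and miR-181 members did in that test without a block. Under TMM factors, DESeq2's size factors, the summed counts and upper quartile factors, 5, 6, 6 and 6 of the 8 let-7 members were called, as higher. With the replicate number as a block, 12 of the 26 were called, 1 of them a let-7 member, against 4 without it. The pooled Fisher test put 23 of the 26 at that threshold, and 26 of 26 over raw reads without a filter, a setting chosen after seeing the values. Outside miR-15, miR-181 and miR-29, the paper describes families with members in both directions. With the clean reads as library size, the members matched here were all lower for miR-130, miR-146 and miR-30. Only 1 arm of each member was matched. Among the arms left out is miR-130b-5p, which the paper gives as up-regulated and which had a positive log2 fold change here. This contrast with the paper may therefore rest on the arms matched. Under DESeq2's size factors, the summed counts and upper quartile factors, miR-130 and miR-30 had members in both directions, whereas miR-146 had not, the let-7 and miR-181 members were all higher and miR-15 had members in both directions. Under TMM factors, miR-130, miR-146 and miR-30 were all lower, let-7 and miR-181 all higher and miR-15 in both directions.

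The paper treats the miRNAs selected for qRT-PCR as SDE, with miR-1786 as the exception. It also reports that the qRT-PCR results of the selected miRNAs were significant and matched its sequencing. Those qRT-PCR values were not analysed here. Of the 16 SDE miRNAs, 8 were called here from the sequencing counts. The pooled Fisher test called 16, as did that test over raw reads without a filter, chosen after seeing the values, TMM factors with the replicate block 14 and TMM factors alone 12. Of the 6 that the paper gives as up-regulated, 0 were called by edgeR with the clean reads and without a block (3 at an unadjusted P of at most 0.05), 1 with the block, 2 by DESeq2's Wald test, 4 without L30-3, and 5 or 6 under each of the 4 other scalings. MiR-1786 was not called here either, but its edgeR adjusted p was 0.0398 with TMM factors, within a range of 1.04e-11 to 0.876 over its alternatives. All miRNAs of the network in Fig. 7 are SDE in the paper, and 17 of the 44 were called here and 25 with the replicate block, against 42 by the pooled Fisher test and 43 by that test over raw reads without a filter, chosen after seeing the values.

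In Table 2 the paper gives L30-3 the most known miRNAs of the L30 libraries. In the deposited counts it had the fewest, 352, against 395 in L30-1 and 373 in L30-2. The paper describes the depth as saturating, and here the last 50% of the reads still added between 31.4 and 47.7 known miRNAs per library. The paper's methods scale TPM to the clean reads, and the deposited TPM equals the counts scaled to the raw reads in each of the 6 libraries. The paper places miR-146b-5p in an intergenic region, and in the annotation of GRCg7b, another assembly, its gene overlaps LOC121113369. The paper's miR-20-5p and miR-140b-5p were matched to miR-20a-5p and miR-140-5p, for which the deposited TPM gives fold changes of −4.59 and −4.57, the paper's values.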

Other observations

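The tests of the miRNA share, of the other RNA in the libraries, of the blood cell miRNAs, of the arm ratios against a common factor and of single clusters of neighbouring genes were chosen only after the result was seen. The other tests were chosen before.

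Most tested miRNAs were lower in L30 when scaled to the clean reads. The clean reads of the ages overlapped (exact two-sided permutation test, p = 0.5), but 3 libraries against 3 cannot give a p under 0.1, so this test does not settle whether depth plays a part. Taking the summed counts as library size moves the median log2 fold change from −0.86 to −0.10 by construction, so it does not tell a smaller miRNA share of the reads from a general fall of miRNAs in the cells. It does not take away all differences, since 67 miRNAs were still called. The share fell as the unannotated share of the clean reads in Table 1 rose, from 14.3%, 15.8% and 21.0% in L20 to 24.0%, 41.1% and 50.6% in L30. Distinct sequences numbered 53.8, 64.6 and 110.3 per 1000 clean reads in L20 and 66.4, 103 and 182 in L30. Within each age, the library with the smaller miRNA share had more distinct sequences in every case (exact one-sided permutation test over 36 orders, p = 0.0278, the smallest p they allow). This order follows in part from the share itself, since miRNA reads hold few distinct sequences, and it says nothing of L30 against L20. Between the ages the measure is mixed, as L20-3 lies above L30-1 and L30-2. Reads not assigned to known miRNAs thus fill more of the L30 libraries, and whether they come from degraded RNA, library preparation or the physiology of laying hens could not be told from the counts. The paper's text names no sequencing batch, and batches were not analysed here.

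The pooled Fisher test called 205 miRNAs between the ages, against 58 with edgeR. Between 2 libraries of the same age the same test called a median of 164 of the 236 miRNAs, from 138 to 207 over 6 pairs. Between libraries of different ages it called a median of 192, from 176 to 206 over 9 pairs. With the summed counts as library size, the numbers were 135 to 155 within an age and 160 to 199 between the ages, without overlap. The pooled test thus calls many miRNAs between single libraries of 1 age, and more between the ages once the summed counts are used.

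The 3 members of the miR-146 family, at log2 fold changes of −3.02, −2.52 and −1.83, were all called as lower in L30 under the 5 scalings. A candidate explanation is a smaller number of blood cells in the L30 livers. Of 8 blood cell miRNAs written down before the test, 7 could be tested (miR-451, miR-144-3p, miR-144-5p, miR-142-3p, miR-142-5p, miR-223 and miR-155), and all 7 were lower in L30 with the summed counts as library size, with a median log2 fold change of −1.04, and 3 of the 7 were called. This median lay at the 2.12 percentile of 10000 random lists matched on expression. Several of the 7 share a locus, and with only the most abundant of each of the 4 loci the median lay at the 2.76 percentile. On the same scaling, miR-146b-5p, miR-146a-5p and miR-146c-5p had log2 fold changes of −2.29, −1.64 and −1.15. The largest decrease among the 7 was −1.11, for miR-451, so the gap is small for miR-146c-5p. A lower content of blood cells may therefore contribute to the decrease of the miR-146 family, although none of the 7 fell as far. Such a lower content cannot be told apart from a change within liver cells.

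The ratio of the 2 arms of a hairpin is free of any factor that acts on a whole library. Of 62 hairpins with both arms tested, 24 had a different log2 ratio of 5p to 3p counts between the ages (limma on the weighted log2 ratios, Benjamini-Hochberg adjusted p of at most 0.05). The 5p share was lower in L30 for 11 and higher for 13, and in all 24 the libraries of the ages did not overlap. Over the 62, the ages did not overlap for 53.2%, where chance gives 10%. The ratio fell by 2.85 on the log2 scale for mir-2131, by 2.79 for mir-146c and by 2.00 for mir-146b. It rose by 2.66 for mir-460a, 2.01 for let-7k and 1.95 for mir-130b. A factor common to all miRNAs of a library cannot give these differences. Of the 4 divisions of the libraries that part each same-numbered pair, only the real one, 1 of 4, gave as many as 24, the others gave 0, as did the other 6 divisions, and a design of this size cannot rule out grouping by chance in this way. Reads shared between members of a family, ligation preferences and another mixture of cells were not tested for these ratios. The paper does not report arm ratios.

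Neighbouring miRNA genes changed together. Of 154 hairpins with a single locus name, 144 were matched to genes of GRCg7b, and 42 pairs lay within 10000 bases of each other. Their log2 fold changes differed by 0.74 on average, against 1.13 when the log2 fold changes were shuffled among the hairpins (one-sided permutation test with 10000 shuffles, p = 0.0041). A single cluster gives 15 of the 42 pairs. Without it p was 0.0011, and with each of the 20 clusters counted once it was 0.0003. Error that is independent between miRNAs would not give this, and the hypothesis that clustered miRNAs, which may be transcribed together, share part of the difference between the ages remains. Family members of similar sequence in the same cluster, which could share reads, were not separated from it.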
